A study of Drosophila melanogaster with 6 samples.

How the data were processed

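The series holds 6 sequencing libraries from heads of male and female fruit flies (Drosophila melanogaster). In 3 of them RNA fragments were crosslinked to an antibody against N6-methyladenosine (m6A) by ultraviolet light and recovered with it (m6A-CLIP), and the other 3 are input libraries that were not enriched, per the labels. The labels of each CLIP library and of the input library with the same replicate number name a single deposited peak list, so there are 3 lists, called replicates 1, 2 and 3 here, and the replicates were not pooled. The lists have no header. Peak caller, aligner, thresholds and genome build are not stated in the labels.

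The meaning of the columns was settled from the values. The deposited signal of a peak is the mean number of CLIP reads per bin of 50 bp, not scaled to library size: it is a whole number in 1-bin peaks, and its product with the number of bins is whole in the other peaks. A second deposited column is the natural log of the input reads per bin, averaged over the bins of the peak. Its exponential is a whole number in 1-bin peaks, and whether 1 was added to the reads before the log is not known. That the first column counts CLIP reads and the other input reads was inferred from the labels and from the names of the lists. The deposited p-value of each peak was used only to rank peaks, and whether it was adjusted for multiple tests is not stated.

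Coordinates are those of the deposited lists, written 1-based. Gene spans came from the NCBI RefSeq table of the Release 6 plus ISO1 MT assembly, and none of its coordinates is printed. Because no build is named in the lists, the match was checked on the data. Between 91.0% and 97.3% of the peaks of a list had their midpoint in a protein-coding gene span, against 79.6% to 86.8% after a move of 500 bp in either direction. The table gives no strand and no exons. A peak was therefore given to a gene when its midpoint lay in the span of exactly 1 protein-coding gene, introns included, and 12057 of 13921 protein-coding genes had at least 1 bin that lay in no other span and could be tested. All members of both gene lists had a symbol in the table.

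The planned tests of exons, untranslated regions and the DRACH motif need exon positions and a genome sequence and were not run. For the same reason, the random positions, the length weights and the length matching used gene spans where exons had been planned. The share of peaks of the shorter list of a pair that overlapped the longer list by at least 1 bp on the same strand was compared with 1000 random placements of the peaks of the shorter list within their own gene spans, in a one-sided permutation test with Benjamini-Hochberg adjustment over the 3 pairs. The number of genes with a peak in each list was compared with 1000 draws of as many genes per list, weighted by span length. For 27 insulin pathway genes and 10 m6A machinery genes, fixed before the data were examined, the share with a peak in all 3 lists was ranked among 10000 random lists matched on length, one-sided, with a two-sided Fisher's exact test as a second value. Neither list was matched on expression. The CLIP to input ratio is log2 of CLIP reads plus 1 over input reads plus 1 within a list. In peaks of several bins, CLIP reads are an arithmetic mean over bins. Input reads are the exponential of a mean log there, which is a geometric mean. A geometric mean is never above the arithmetic mean, so the ratio of such peaks leans upward. The ratio was not tested, because peaks were selected on CLIP reads. Intervals of 95% for shares are Wilson intervals. They cover counting error only, since reads and neighbouring peaks are not independent.

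The genes named in the text are the members of both lists, with positions for Ilp1 to Ilp8 and for members with a peak in all 3 lists, and the 6 protein-coding genes with the best mean rank of the deposited signal among regions shared by all 3 lists, 1 region per gene. Values of single members that are not given in the text are not used here, while the counts and tests of a list cover all of its members that could be tested. Any other gene was named after its values were seen. Alternatives covered the threshold on peaks, equal list lengths, the overlap rule, strand, merging of peaks, the number of lists required, the pseudocount, the replicate block and leaving out each replicate.

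The tests were run on simulated data first. With 3000 peaks per simulated list and no shared positions planted, the overlap test called 2.5% of 40 runs, and with 10% of the peaks planted as shared it called 100% of 40 runs and recovered an excess of 9.46 percentage points. The test of genes in all lists called 2.5% of 40 runs with 2000 genes per list and none planted, and 100% of 40 runs with 200 genes planted. The list test called 4.0% of 200 random lists of 21 genes. With none planted, simulated peaks lay evenly over gene spans and genes were drawn by span length, as in the tests themselves. These runs therefore do not show how often the tests call when peaks cluster in exons or follow expression. In the list runs, genes with a peak were drawn regardless of length, so the matching on length was not tried. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.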

Results

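m6A-CLIP reads from adult fly heads were given as 3 lists of called peaks, each from 1 CLIP library and 1 input library. The lists held 14329, 7232 and 6645 peaks in replicates 1, 2 and 3, a mean of 9402 ± 4277 (SD, n = 3). The median width was 50 bp, or 1 bin, in each list, and 1-bin peaks made up 61.6% ± 2.6 (SD, n = 3) of a list. Peaks covered 1572600, 812600 and 667700 bp and held 1186393, 20396271 and 5880783 CLIP reads. The total reads of the libraries are not in the lists, so these sums are not depths. The median peak had 10, 38 and 10 CLIP reads per bin, and the lowest had 7, 25 and 7. In the authors' deposited table the highest p-value of a peak was 0.00993 in replicate 1, 0.00137 in replicate 2 and 0.0050 in replicate 3. Taking only the 50% of each list with the lowest p-values lowered the mean number of peaks to 4701 by construction.

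A few places took many of the CLIP reads in peaks. Peaks on ribosomal RNA genes numbered 38, 12 and 15 and held 35.9%, 52.4% and 53.5% of the CLIP reads in peaks. They covered 2950, 17600 and 17350 bp, with 7216, 30390 and 9063 CLIP reads per bin against 24.2, 610 and 210 in the other peaks.

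Library identity was checked at 644 intervals with the same ends in all 3 lists. CLIP reads of any pair of replicates differed by far more than counting error, with a chi-square per degree of freedom from 11.9 to 28.9. Input reads, compared at the 373 intervals of 1 bin, gave 23.3 for inputs 1 and 2, 25.2 for inputs 1 and 3 and 2.35 for inputs 2 and 3. No library was a copy of another.

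The first comparison asked whether the same positions were called in each replicate. Of the peaks of replicate 2, 5604 of 7232 (77.5%, 95% Wilson interval 76.5 to 78.4) overlapped a peak of replicate 1 on the same strand. Of the peaks of replicate 3, 5170 of 6645 (77.8%, 76.8 to 78.8) overlapped replicate 1 and 4666 of 6645 (70.2%, 69.1 to 71.3) overlapped replicate 2. The mean of the 3 pairs was 75.2% ± 4.3 (SD). Read from the longer list the shares were lower, at 33.9%, 28.9% and 59.3%. Only 12, 9 and 17 peaks of the shorter list overlapped a peak on the opposite strand. Among peaks in exactly 1 gene, 82.0%, 82.2% and 70.0% overlapped, against means of 19.7%, 22.6% and 15.1% when peaks were placed at random in their gene spans. These shares were 4.17, 3.64 and 4.63 times the random means, and the one-sided permutation p was 0.001 for each pair, before and after adjustment, the smallest that 1000 draws can give. The spans include introns, so this comparison does not separate exact positions from exons. Requiring 50% of each peak to be shared moved the mean overlap most, to 48.6%.

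**Figure D1:**
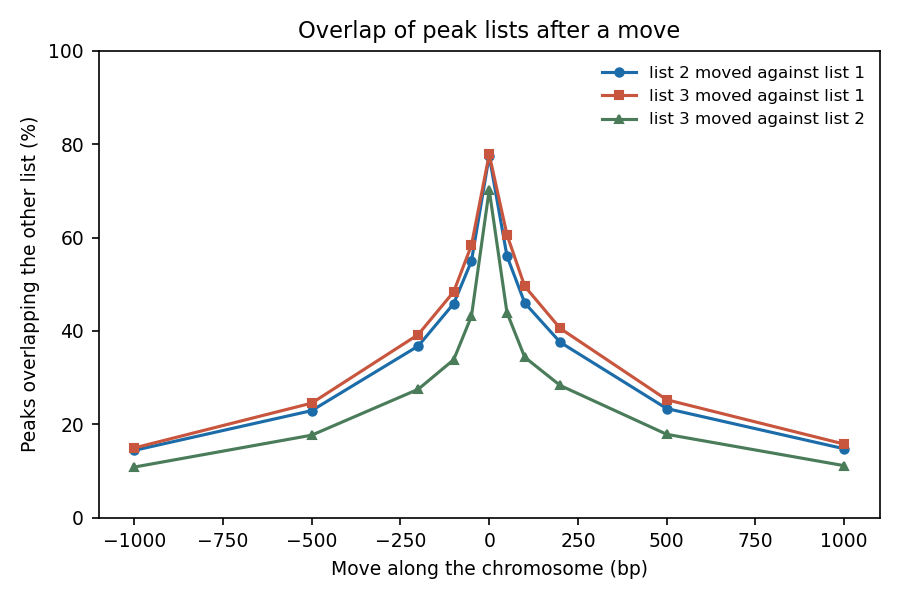
Share of peaks of one list (%) that overlap another list on the same strand, against the distance (bp) by which the first list was moved along the chromosome, with one line per pair of lists. The shares of 77.5%, 77.8% and 70.2% without a move fell to 46.0%, 49.6% and 34.4% at 100 bp and to 23.4%, 25.3% and 17.9% at 500 bp.

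The next comparison asked how many genes recurred. Peaks lay in exactly 1 protein-coding gene span in 88.9%, 83.3% and 83.2% of cases, which gave 3270, 2114 and 2008 genes. Of 3504 genes with a peak in any list, 1629 (46.5%) had one in all 3 lists and 2259 had one in at least 2. Random draws gave a mean of 704 genes in all 3 lists, with a range from 663 to 754 (one-sided permutation p = 0.001, the smallest that 1000 draws can give). The draws did not take expression into account, so this comparison does not separate binding by the antibody from expression in heads. Replicate 1 alone had 1076 genes, replicate 2 alone 110 and replicate 3 alone 59. All 3 lists shared 4197 regions of 441000 bp in total, and 1463 genes held at least 1 of them. With the 50% of peaks that had the lowest p-values, 854 genes had a peak in all 3 lists.

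The series title is about insulin mRNA, so the insulin-like peptide genes were looked up first. Ilp1, Ilp3, Ilp4, Ilp5, Ilp7 and Ilp8 had no peak in any list. Ilp1 to Ilp6 have no bin that lies outside every other gene span, so no peak can be given to them alone. At Ilp2 there was 1 peak, in replicate 1 only, on the plus strand of chromosome 3L at 9800251 to 9800300. It had 7 CLIP reads, the lowest number in that list, and 7 input reads. Its midpoint also lies in the span of CG32052, whose 2 other peaks over the 3 lists are on the plus strand too, so strand does not separate these genes. At Ilp6 there were 5, 2 and 1 peaks on the minus strand of chromosome X, and all of them also lie in the span of Raf. The bin from 2333451 to 2333500 was called in each replicate. Its peaks had 15.3, 73 and 10 CLIP reads per bin against 2.88, 6 and 3 input reads per bin, 2.88 being a geometric mean over bins.

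In the insulin pathway list, 8 of the 21 genes that could be tested (38.1%) had a peak in all 3 lists. InR, Lnk, Pdk1, foxo, S6k, Thor and sgg were among them. Random lists matched on length gave a mean of 24.3%, and the one-sided permutation p was 0.0934 (0.187 after adjustment over the 2 lists). Fisher's exact test, which does not match on length, gave an odds ratio of 3.95 with a two-sided p of 0.00433 (0.00866 after adjustment). The list therefore stood apart from all genes, while its excess over genes of its length did not pass the threshold of 0.05. With 21 genes this does not show that length accounts for the share. Pi3K21B had peaks in 2 lists, 5 genes (chico, Akt, Rheb, mTor and ImpL2) in 1 list, and 7 genes in none.

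In the m6A machinery list, 2 of 10 genes (20.0%), fl(2)d and Ythdc1, had a peak in all 3 lists. Matched random lists gave a mean of 11.1% (one-sided permutation p = 0.306, also 0.306 after adjustment). Ythdf and Fmr1 had peaks in 2 lists, and the other 6 genes, Mettl3 and Mettl14 among them, had no peak in their span alone. At vir, 1 peak of replicate 1 also lay in another gene span and was not counted.

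The CLIP to input ratio at the shared regions of these genes was that of the whole peaks that hold each region. Regions within the same peak therefore share values and are not separate measurements. Reads were not scaled to library size, so each SD includes the offset between lists, and 0 is no baseline. The median ratio of all peaks was 0.17, 1.58 and −0.42 in replicates 1, 2 and 3. The region of fl(2)d on the minus strand of chromosome 2R at 13824001 to 13824100 had a log2 ratio of 2.93 ± 0.80 (SD, n = 3). S6k had 2.65 ± 0.97 on the minus strand of 3L at 5810501 to 5810650, and the longer region of Ythdc1, at 3371051 to 3371250 on that strand, had 2.60 ± 0.89. On the plus strand of X, sgg had 6 regions, with 2.63 ± 1.05 at 2641601 to 2641850. On 3R, foxo had 2.18 ± 0.90 at 14057801 to 14058000 and Lnk had 2.01 ± 1.16 at 25888751 to 25888800, both on the plus strand. InR had 4 regions on the minus strand of 3R, with 1.97 ± 1.02 at 21619101 to 21619200. Pdk1 had 1.86 ± 1.20 on the plus strand of 3L at 129701 to 129750 and 1.36 ± 0.81 at 132151 to 132250. The 4 regions of Thor, on the plus strand of 2L, all had means below 0, with −0.64 ± 0.93 at 3478601 to 3478650.

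**Figure D2:**
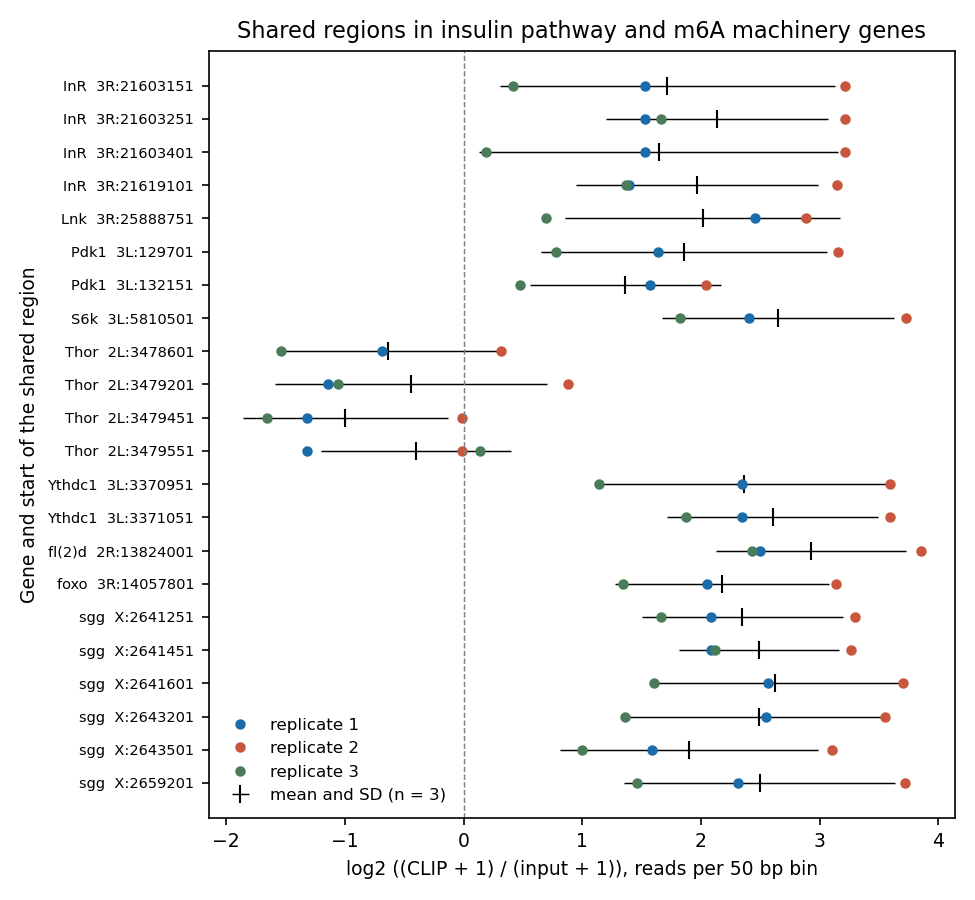
Log2 of CLIP reads plus 1 over input reads plus 1, per 50 bp bin, of the peaks that hold the shared regions of the insulin pathway and m6A machinery genes named in the text. Regions within 1 peak share its value. Points are replicates, and the black mark and line are their mean and SD (n = 3). Reads are not scaled to library size, so the SD includes the offset between lists. The means are below 0 at the 4 regions of Thor and reach 2.93 at the region of fl(2)d.

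The CLIP to input ratio asks how far peaks rose above the input. Its median was 0.17, 1.58 and −0.42 on the log2 scale in replicates 1, 2 and 3, a mean of 0.45 ± 1.03 (SD, n = 3), with reads not scaled to library size. The sign of the mean rests on replicate 2, without which it was −0.12. CLIP reads per bin were fewer than input reads in 6344 peaks (44.3%) of replicate 1, 1231 (17.0%) of replicate 2 and 3704 (55.7%) of replicate 3. At the 644 intervals with identical ends the ratios ranked alike, with Spearman correlations across intervals of 0.854 for replicates 1 and 2, 0.866 for 1 and 3 and 0.896 for 2 and 3. For the same pairs, input reads alone gave 0.855, 0.875 and 0.895 at the 373 intervals of 1 bin. CLIP reads gave less, 0.780, 0.658 and 0.704 at the 644 intervals. Agreement of the ratios can therefore come from input reads and does not by itself show reproducible enrichment. The intervals are not independent replicates.

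**Figure D3:**
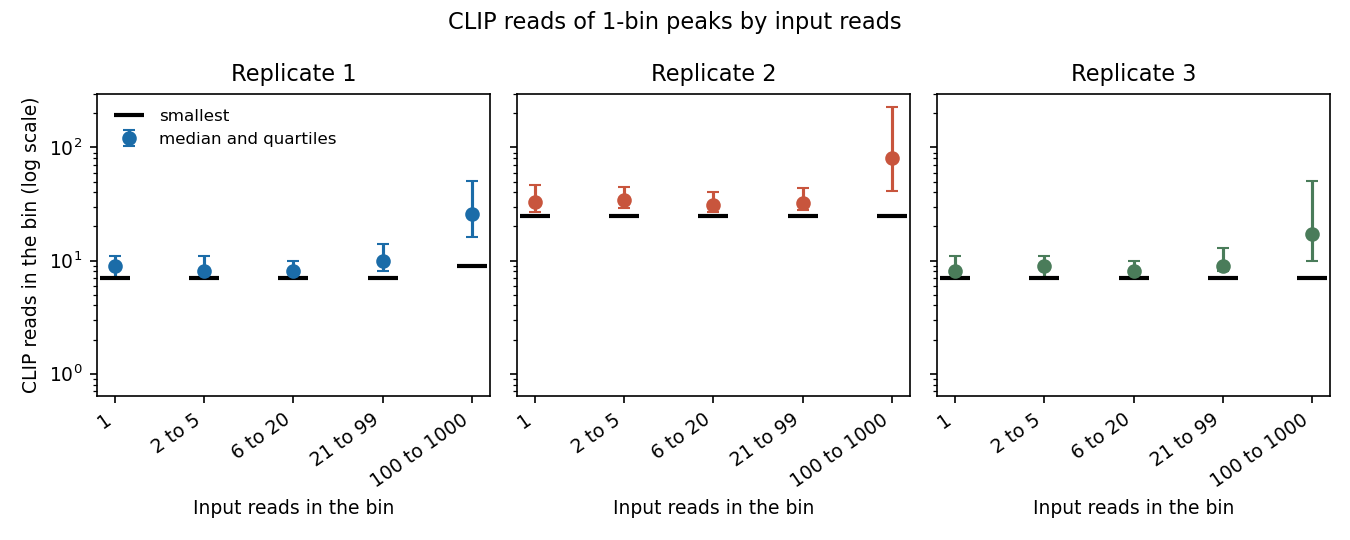
CLIP reads (log scale) of 1-bin peaks grouped by the input reads in the bin, one panel per replicate. Points are medians with quartiles, and black marks are the smallest value. The smallest value went from 7 at 1 input read to 9 at 100 to 1000 input reads in replicate 1, and was 25 in replicate 2 and 7 in replicate 3 in both classes.

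The shared regions with the best mean rank of the deposited signal lay in Rab27, RhoL, DIP-alpha, pcs, sfl and ninaE. At Rab27, on the minus strand of X at 1476751 to 1476800, 941, 5885 and 1112 CLIP reads stood against 2, 8 and 3 input reads, a log2 ratio of 8.59 ± 0.67 (SD, n = 3). RhoL, on the minus strand of 3R at 9497651 to 9497700, had 7.60 ± 0.98, and sfl, on the minus strand of 3L at 6548751 to 6548800, had 6.63 ± 1.25. The others had means below 0, with −0.41 ± 0.80 at DIP-alpha, −0.89 ± 3.13 at pcs and −0.49 ± 1.28 at ninaE. Reads were not scaled to library size, so these SDs include the offset between lists, and 0 is no baseline. Against the list medians of 0.17, 1.58 and −0.42, DIP-alpha and ninaE were lower in each replicate, and pcs in replicates 1 and 2 only. A leucine tRNA gene overlaps the pcs region and a long non-coding RNA gene the DIP-alpha region, so their reads cannot be given to pcs or DIP-alpha alone.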

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

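Of 68 recomputed values, 59 kept their direction and their side of the threshold, or moved by less than the spread between replicates or under 1.5 times for counts. Another 8 moved further and 1 became stronger. The overlap of each of the 3 pairs stayed above its random placements in each alternative tested, at the smallest p that 1000 draws can give.

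The mean overlap of 75.2% moved to 59.3% with the 50% of each list that had the lowest p-values, to 59.0% with equal numbers of peaks, to 48.6% when 50% of each peak had to be shared and to 80.7% with peaks extended by 50 bp. Shorter lists and stricter sharing lower it by construction. It was 68.6% in the 50% of peaks with the highest CLIP to input ratio, an alternative chosen after seeing the data. Leaving out each replicate gave 70.2% to 77.8%. The lowest p-values also left 854 genes in all 3 lists, against 1629, and 4701 peaks per replicate by construction.

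The insulin pathway share of 38.1% passed the threshold only against random lists of all protein-coding genes (permutation p = 0.0056), which drops the matching on length. Over its 7 alternatives p ran from 0.0056 to 0.225. For the m6A machinery list none of 7 alternatives passed, with p from 0.0713 to 0.416.

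Counting peaks for every gene span and leaving out peaks on ribosomal RNA genes, both chosen after seeing the data, changed no call. Leaving out each replicate moved the mean log2 ratio from −0.12 (without replicate 2) to 0.88 (without replicate 3), both within 1 SD of the mean of 0.45.

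Same-numbered CLIP and input libraries deviated together with correlations of 0.189, 0.0105 and 0.193 across 644 intervals. Libraries with different numbers had correlations from −0.231 to 0.115. These correlations do not settle whether same-numbered libraries share a source. The ratio was taken within a list only because the labels of both libraries name that list. At those intervals the mean log2 ratio was 0.81 with no replicate block and 0.82 with the replicate block. Averaging the input over the lists leaves this mean nearly fixed by construction, so these values do not show whether the pairing matters.

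Not run were the alternatives on annotation priority, motif and exon class, and exonic peaks against peaks with introns, because exon positions and the genome sequence were not used here. The lists give no reads outside peaks, so regions without a peak cannot be called free of m6A.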

Other observations

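The tests of the read minimum in the longest list, of peaks with fewer CLIP than input reads, of the first 20% of gene spans and of the 5 genes on chromosome 4, and the resampling of genes on that chromosome, were chosen only after the result was seen. The libraries form a single biological group, so no biological explanation was tested for any difference between replicates.

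Peaks of different lists overlapped far more than random placements in the same genes. Shared transcripts covered evenly over their spans would keep most of the overlap after a small move. A move of 100 bp left 46.0%, 49.6% and 34.4% of peaks overlapping, against 77.5%, 77.8% and 70.2% without a move. After 500 bp at most 32.5% of the overlap was kept in any pair. Even coverage of whole spans is argued against. Exon positions were not used and a move can leave an exon, so shared exons without shared positions are not excluded. Positions with more input reads remain a candidate explanation for part of the overlap: peaks called in both other lists had more input reads than peaks called in neither, with the smallest difference of medians at 0.182 on the natural log scale. The same peaks also had more CLIP reads, with medians of 19 against 8, 45 against 31 and 11 against 8 in replicates 1, 2 and 3, so input is not singled out. A ratio set by input alone is argued against, since CLIP reads of different lists still correlated within quartiles of input, with a lowest Spearman value of 0.413. Recurrence therefore cannot be read as a measure of methylation by itself.

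Replicate 1 had the longest list. More CLIP reads at the same regions do not account for this across both other replicates, since at 104 intervals with at least 50 reads in replicate 1, replicate 2 had more reads by a median log2 of 0.93 (95% interval 0.88 to 1.05), while replicate 3 had fewer, at −1.27. A lower read minimum relative to its reads is a candidate explanation. With the minimum of list 2 scaled to replicate 1, which is 13.1 reads, list 1 would keep 3770 of its 14329 peaks. That is fewer than the 7232 of list 2, so the scaling overshoots, and list lengths may say more about the threshold than about the RNA.

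Many peaks had fewer CLIP than input reads. A read minimum that hardly follows input could produce them. Among 1-bin peaks with 100 to 1000 input reads the smallest CLIP count was 9 in replicate 1, 25 in replicate 2 and 7 in replicate 3, close to or at the smallest count of each list at 1 input read. The most extreme peak of replicate 1, chosen after its values were seen, lies on a ribosomal RNA gene of chromosome X at 23279851 to 23279900, with 43 CLIP reads against 46967 input reads. Because reads are not scaled to library size, fewer CLIP than input reads does not by itself mean depletion.

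Chromosome 4 held 3.34% of the peaks of replicate 1, against 1.53% and 1.99% in replicates 2 and 3 and 0.575% of protein-coding genes. When peaks were resampled by gene, the gap to replicate 2 was 1.80 percentage points (95% interval 0.276 to 3.87) and that to replicate 3 was 1.35 (−0.932 to 3.61), so the latter did not exceed the spread between genes. Peaks with few reads remain open as an explanation. In the 50% of peaks with the most reads, replicate 1 had 2.37% (95% Wilson interval 2.05 to 2.75) there, against 1.48% (1.14 to 1.92) and 1.76% (1.38 to 2.24), and the gaps fell to 0.894 (−0.574 to 2.25) and 0.613 (−1.40 to 2.29) points. Genes with a peak were on chromosome 4 in 1.74% of cases in replicate 1, against 1.84% and 1.79% in replicates 2 and 3. Replicate 1 therefore had more peaks per gene there rather than more genes, 8.23 on chromosome 4 against 3.82 elsewhere in that list. Replicate 3 also had more peaks per gene on chromosome 4, 3.56 against 2.74, while replicate 2 did not, with 2.67 against 2.85. The 5 genes with the most peaks on chromosome 4 in replicate 1, bt with 91 among them, were not enough. Without them the share was 2.00% in replicate 1, against 0.905% and 0.868% without the top 5 genes of replicates 2 and 3. The 95% intervals of the gaps ran from 0.341 to 1.86 and from 0.391 to 1.87 points. Why replicate 1 had more peaks per gene on this chromosome stays open.

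Peaks were unevenly placed along gene spans. Because the table gives no strand, each gene was oriented by the strand of most of its peaks, and peaks on its other strand were left out, which kept 12606, 5802 and 5373 of the 12742, 6024 and 5530 peaks in exactly 1 gene. Of the peaks kept, 35.1% ± 4.6 (SD, n = 3) lay in the first 20% of the span and 25.8% ± 4.6 in the last 20%, where 20% each would be even. The larger share at the start holds in replicates 2 and 3 (38.9% against 22.7%, and 36.4% against 23.8%), while replicate 1 had 30.0% in the first 20% and 31.1% in the last. In spans over 10 kb the first 20% held 44.0% ± 6.7. Introns in the middle of long spans may explain this, since in spans under 2 kb the first 20% held 17.2% ± 1.1 and the last 20% held 20.8% ± 2.6. Short spans belong to other genes, so a preference of long genes for early positions stays open. Whether peaks favour untranslated regions was not analysed here.

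With 1 added to CLIP and input reads, the shared regions of Rab27 and RhoL were the only ones outside ribosomal RNA genes with over 64 times more CLIP than input reads in all 3 lists. Both are 1 bin wide. With nothing added, 4 regions passed, that of sfl among them, all 1 bin wide and none on a non-coding RNA gene of the table. Non-coding RNA genes at the same place were not the reason: the table lists one at 0.0% of these 2 regions, against 6.89% of 4150 other shared regions. With 2 regions the comparison is weak, and reads of another sequence that align there remain untested.

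Input of replicate 1 stood apart from inputs 2 and 3. A few intervals made up part of it: 5 of 373 held 47.6% of the chi-square for inputs 1 and 2 and 53.5% for inputs 1 and 3, against 20.8% for inputs 2 and 3. They were not all of it, since without the 5 that added most the chi-square per degree of freedom of inputs 1 and 2 was 10.7, against 1.87 for inputs 2 and 3. A difference in library preparation or batch was not tested, since the labels name none.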
